A study of Mus musculus with 8 samples. Its data were reported in "PRMT1 is required for the generation of MHC-associated microglia and remyelination in the central nervous system" (2022).

How the data were processed

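Bulk RNA-seq libraries from sorted mouse microglia were analysed from the authors' deposited tables. The 8 libraries were assigned to 5 groups by their titles alone: PRMT1FL on normal diet (3 libraries), PRMT1Cx3cr1-KO on normal diet (2), PRMT1FL on CPZ with low surface CD11c (1), PRMT1FL on CPZ with high surface CD11c (1) and PRMT1Cx3cr1-KO on CPZ with low surface CD11c (1). All 8 were analysed and none was left out. The replicates' origin, separate animals or pools, is not given in the labels.

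The authors trimmed adapters and polyA tails, aligned single-end reads with Bowtie2, removed duplicate reads with SAMtools 0.1.19 and quantified genes with HOMER, after quality checks with FastQC 0.11.9. The strand setting of that step is not stated. The authors named the hg19 reference in the text while the labels name hg19, GRCm38 and mm10, but the deposited coordinates are mouse: of 24366 gene symbols found in the GRCm38 annotation, 98.8% overlapped the gene of that name. Coordinates are given in GRCm38. There were 6 deposited tables, each for 1 pair of groups, with 25239 genes (25238 in 1 of them) and 1 RefSeq transcript per gene, which can differ from table to table.

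The signal values in the authors' deposited tables are read counts scaled by 1 factor per library so that all columns of a table share 1 total. The plan had taken them for size-factor scaled values, and the values showed the common total. Beside them the authors deposited the log2 fold change of their DESeq2 run and its p-value and adjusted p-value, which were read only for comparison. At the authors' thresholds (adjusted p under 0.05, absolute log2 fold over 1) the deposited values held 19 genes higher and 2 lower in PRMT1Cx3cr1-KO on normal diet, and 34 higher and 172 lower in PRMT1Cx3cr1-KO among CD11c low cells on CPZ. Whole reads were recovered by dividing each column by its step (tolerance 0.1), and the recovered reads summed to 2484612, 2517999 and 3271726 for PRMT1FL on normal diet, 3520015 and 3225077 for PRMT1Cx3cr1-KO on normal diet, and 3470119, 1579775 and 2936294 for the CPZ libraries in the order given above. Between 10235 and 12260 genes had at least 10 reads. Between normal-diet replicates the squared difference per gene was 2.33 to 3.6 times what counting error alone gives. Removal of duplicates sets a ceiling near 1 read per base, and the densest genes reached 0.813 to 0.919 reads per base.

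The main test was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend and without robust) on log2(normalised count + 1), for genes with a mean of at least 10 over the libraries fitted, two-sided, with Benjamini-Hochberg adjustment. Genes were called at adjusted p under 0.05 and absolute log2 fold over 1, the study's thresholds. The filter uses the libraries fitted, so a gene can enter through 1 library where it is high. Shares and medians of lists with few reads elsewhere then lean toward that library. The comparisons of normal-diet PRMT1Cx3cr1-KO, PRMT1FL CPZ CD11c low and PRMT1FL CPZ CD11c high with normal-diet PRMT1FL each used the values of their own deposited table, scaled to a common total. The other comparisons used 1 joint fit of the 8 libraries, with recovered reads scaled by median of ratios, since 1 library against 1 leaves no spread to measure. The joint fit held 25153 genes before the filter. It left out 85 genes whose recovered reads differed between tables by more than 1 read or 5%. That tolerance was set after a limit of 1 read had been seen to leave out 253 genes, Prmt1 and Apoe among them, and the stricter limit is an alternative. Group values are mean ± SD, and folds of 1 library over another carry exact 95% intervals for counting error. A gene with 0 reads in a group is given as a fold against 3 reads, scaled by total reads.

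Gene lists (26, fixed before the deposited files were examined) were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with the correlation estimated from the data. They were MHC class II, MHC class I, interferon-stimulated, study promoter set, homeostatic microglia, disease-associated microglia, phagolysosome and lipid, sterol synthesis, cell cycle, oxidative phosphorylation, ribosomal protein, NF-kB and cytokine, immediate early and dissociation, ATF4 and amino acid response, NRF2 targets, p53 targets, PRMT family, astrocyte, oligodendrocyte, oligodendrocyte progenitor, neuron, endothelial and mural, monocyte and border macrophage, neutrophil, lymphocyte and dendritic cell. The first lines of the study's own table of normal-diet genes had been read by then, so some list members had been seen, and medians without them were added after results were seen. Of the 200 list tests, none passed with the estimated correlation. That test draws its degrees of freedom from the few libraries, so it has little power here. Failing it does not by itself show that the members of a list are correlated. The estimated correlations, which rest on the same few libraries, were far above the preset 0.01 for some lists. On normal diet they were 0.761 for homeostatic, 0.648 for immediate early, 0.679 for neutrophil and 0.517 for astrocyte genes. Other lists lay near or below the preset, such as MHC class I at -0.0125. If the high estimates hold, the preset p-values of those lists are too small.

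Genes were named by a rule made before the data were examined: Prmt1, Cx3cr1, Igf1 and the promoter set. The rule added the 8 highest and 8 lowest folds among called genes with a mean of at least 50 and groups that do not overlap. It also added up to 4 called members per list, or 2 where none was called. A few further genes are given beside them as facts of the tables, and some genes that the rule names are not reported here. Alternatives planned beforehand were pseudocounts of 0.5 and 5, a filter at a mean above 0 or of at least 50, TMM and quantile scaling, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on recovered reads, leaving out each normal-diet library, the joint fit, a replicate block, the estimated correlation and an induced set called by edgeR. Alternatives added after the data were seen were median-of-ratios scaling for the first 3 comparisons, total scaling for the joint fit, a correction for removed duplicates (reads before removal estimated from reads per base, with a cap of 0.95), leaving out genes over 0.3 reads per base, and the stricter tolerance.

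The scripts were tested on simulated data: of 100 genes changed by a log2 fold of 2, from 95 to 100 were called in the right direction per comparison, and from 2 to 36 unchanged genes were called. The simulated lone libraries varied like the replicated ones and had no duplicates removed. These counts therefore do not test whether the real CPZ libraries vary like the normal-diet ones. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 prepared tables and figures.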

Results

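RNA was sequenced from microglia, the resident macrophages of the brain, sorted as CD11b+/CD45inter cells from mice in which the arginine methyltransferase gene Prmt1 was either intact (PRMT1FL) or deleted in cells that express Cx3cr1 (PRMT1Cx3cr1-KO). The titles give both genotypes as floxed for Prmt1, and only PRMT1Cx3cr1-KO with a Cx3cr1 Cre-ERT driver. According to the paper, mice of both genotypes received tamoxifen before the CPZ diet. Each genotype comparison thus also differs by the driver, which cannot be told apart from the loss of Prmt1. The mice ate normal chow or chow with 0.2% cuprizone (CPZ), a copper chelator that kills oligodendrocytes and strips myelin, and the CPZ samples were further split by surface CD11c, the product of Itgax. The 8 libraries formed 5 groups. Normal-diet PRMT1FL had 3 libraries and normal-diet PRMT1Cx3cr1-KO had 2, while PRMT1FL CPZ CD11c low, PRMT1FL CPZ CD11c high and PRMT1Cx3cr1-KO CPZ CD11c low had 1 each. The labels give 5 weeks for the CPZ samples and 11 weeks for the normal-diet samples, without saying what is counted from. The titles of the normal-diet samples name no CD11c gate. Each comparison of CPZ with normal diet thus also differs by gate and week label. These cannot be told apart from the diet, and what is called a diet effect below includes them.

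The reads assigned to genes after the authors' removal of duplicates numbered 2484612, 2517999 and 3271726 in the PRMT1FL normal-diet libraries and 3520015 and 3225077 in the PRMT1Cx3cr1-KO normal-diet libraries. The CPZ libraries held 3470119 reads (PRMT1FL CD11c low), 1579775 reads (PRMT1FL CD11c high) and 2936294 reads (PRMT1Cx3cr1-KO CD11c low), so the CD11c high library was the shallowest. Between 14220 and 15795 genes had at least 1 read. Whether the normal-diet replicates came from separate animals or pools is not stated, so p-values measure the spread between these samples, which may be technical. Each CPZ group is a lone library, which every test here assumes to vary like the normal-diet libraries. Counting intervals and floors cover counting error only.

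Prmt1, the targeted gene (NR_045521, chromosome 7, 44976755 to 44986420 on the minus strand in mouse build GRCm38), was read in every library. The PRMT1FL normal-diet libraries had 74, 82 and 111 reads and the PRMT1Cx3cr1-KO normal-diet libraries had 77 and 97. On CPZ there were 158 reads in PRMT1FL CD11c low, 52 in PRMT1FL CD11c high and 85 in PRMT1Cx3cr1-KO CD11c low. Scaled over all 8 libraries, the values were 85.7, 91.2 and 90.4 against 60.4 and 82.1 on normal diet, and 117, 101 and 80.4 on CPZ in the same order. The count covers the whole transcript, exons that stay after recombination included, so it does not check the deletion itself. All 3 PRMT1Cx3cr1-KO values lay below all 5 PRMT1FL values on that scale, but Prmt1 passed the test in neither diet: the log2 fold was -0.32 ± 0.185 (SE) on normal diet (limma adjusted p = 0.64) and -0.54 ± 0.256 on CPZ (adjusted p = 0.252).

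**Figure D1:**
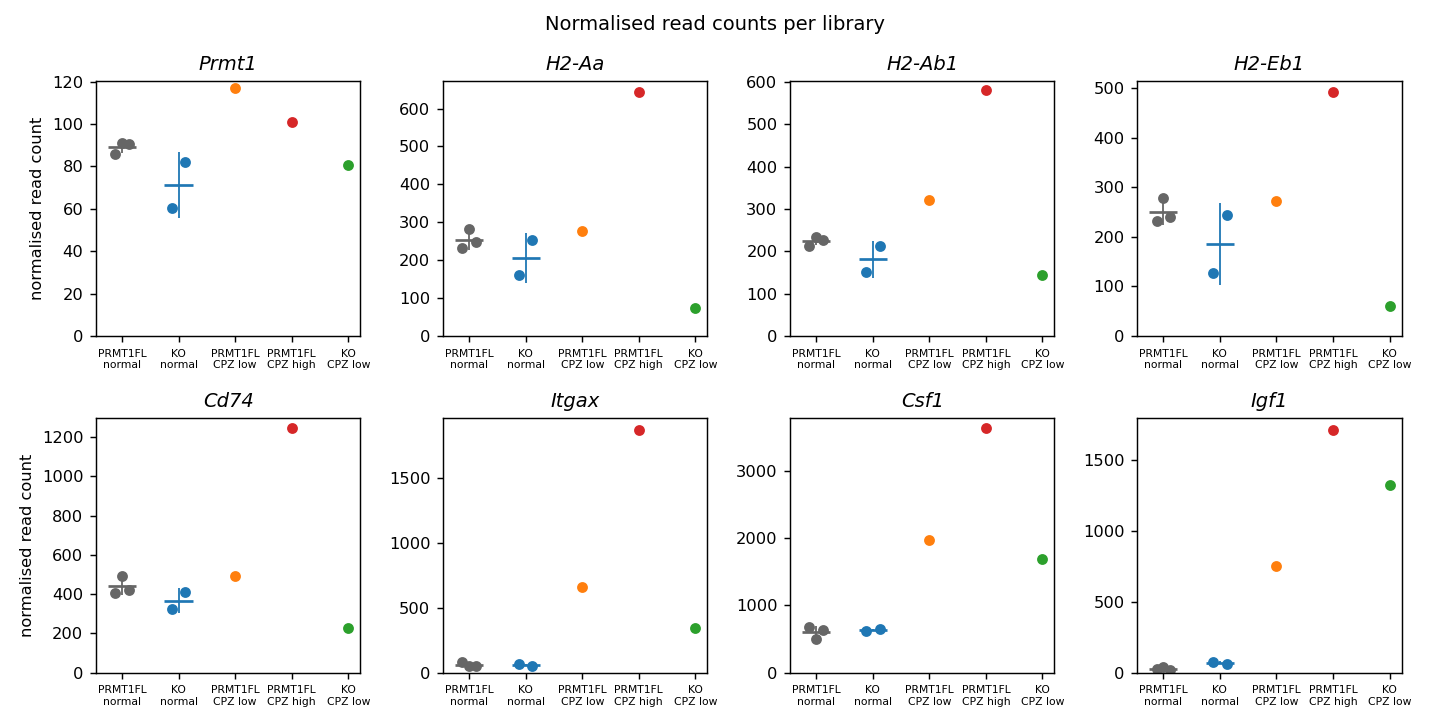
Normalised read counts of 8 genes (vertical axes, from 0) in each of the 8 libraries, grouped by genotype, diet and CD11c gate, with each point 1 library and horizontal and vertical lines the mean ± SD of groups with more than 1 library. The 3 MHC class II genes and Cd74 had their lowest value in the PRMT1Cx3cr1-KO CPZ CD11c low library (H2-Eb1, 59.6), while Igf1 stood at 1322 there.

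Did loss of PRMT1 alter microglia of mice on normal diet? In limma no gene passed the thresholds, Cx3cr1, Igf1, Itgax and Csf1 included, while DESeq2 called 7 genes. Cx3cr1, the fractalkine receptor, measured 3323 ± 421 in PRMT1FL (SD, n = 3) and 2496 ± 112 in PRMT1Cx3cr1-KO (SD, n = 2), a log2 fold of -0.41 with limma adjusted p = 0.409. Only PRMT1Cx3cr1-KO mice carry the Cx3cr1 Cre driver, whose part in this value was not tested. Igf1, which encodes a growth factor for myelin-forming cells, measured 29.7 ± 8.82 and 76.3 ± 9.14 (log2 fold 1.36, adjusted p = 0.271). Itgax measured 65.5 ± 14.9 and 64.3 ± 7.99, and Csf1, a growth factor of microglia, 651 ± 103 and 691 ± 20.6.

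Limma called 0 of 11086 genes, with 973 at unadjusted p under 0.05 and a smallest adjusted p of 0.0869. edgeR called 0 genes and DESeq2 called 7. Among these, DESeq2 placed Tnfaip2 (log2 fold 1.23, adjusted p = 3.45e-06), Trim16 (2.29), Tspoap1 (1.82), Adam4 (2.04) and Amy1 (3.54) higher in PRMT1Cx3cr1-KO and Cep83os (-2.52) lower. The limma count rose to 47 without PRMT1Cx3cr1-KO normal-diet replicate 2, to 3 without PRMT1FL replicate 2 and to 2 without PRMT1FL replicate 1.

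By gene list, no member of any list passed on normal diet. Astrocyte markers had a median log2 fold of 0.83 over 24 measured genes (camera adjusted p = 1.32e-11, and adjusted p = 0.524 with an estimated correlation), with 4 genes higher when adjusted over the list alone. The most abundant astrocyte marker, the glutamine synthetase gene Glul, lay at 1766 ± 161 and 1546 ± 63.5. Oligodendrocyte progenitor markers had a median of 1.00 over 3 genes (adjusted p = 8.29e-04), Ptprz1 going from 23.2 ± 6.76 to 46.3 ± 0.919. Oligodendrocyte markers had a median of 0.53 (adjusted p = 0.145), endothelial and mural markers 0.33 (adjusted p = 1.64e-04) and neuron markers 0.17 (adjusted p = 0.27). Neutrophil markers had a median of -0.38 (adjusted p = 0.0131), dendritic cell markers -0.14 (adjusted p = 0.301) and monocyte and border macrophage markers 0.15 (adjusted p = 0.145). Only 2 lymphocyte genes were measured, too few to test. With an estimated correlation the adjusted p of these and of all other lists tested in this comparison was at least 0.524.

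Among the microglial lists, 27 of 28 homeostatic genes had log2 folds below 0, with a median of -0.22 (adjusted p = 1.48e-07, and adjusted p = 0.524 with an estimated correlation). Sterol synthesis genes had a median of 0.21 (adjusted p = 3.03e-04), with 1 gene higher when adjusted over the list alone. Other medians belonged to targets of the oxidative stress factor NRF2 (0.10, adjusted p = 0.00192), MHC class II (-0.22, adjusted p = 0.048), disease-associated microglia genes (-0.10, adjusted p = 0.0349) and immediate early genes (-0.20, adjusted p = 1.64e-04). The NRF2, disease-associated and NF-kB lists each had 1 gene higher when adjusted over the list alone. ATF4 targets (0.20, adjusted p = 0.0349), phagolysosome genes (-0.10, adjusted p = 0.0198) and oxidative phosphorylation genes (-0.08, adjusted p = 0.00126) were of that size too. The lists for p53 targets (0.17), NF-kB and cytokines (0.08), ribosomal proteins (-0.08), MHC class I (0.01), interferon-stimulated genes (-0.03), the cell cycle (-0.15), the PRMT family (0.09) and the study's promoter set (-0.01) had adjusted p between 0.0605 and 0.948. Some list genes had been seen near the top of the study's own table of this comparison before the lists were fixed, 4 of them astrocyte and 3 of them NRF2 genes. Without those the medians were 0.73 and 0.08.

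How did PRMT1FL CPZ microglia with low surface CD11c differ from normal-diet microglia? In the PRMT1FL CD11c low library 1063 genes were called higher and 336 lower among 11395. Called higher were 23 of 40 disease-associated, 40 of 55 interferon-stimulated and 28 of 35 cell cycle genes, and also 21 of 23 endothelial and 20 of 27 astrocyte markers, while none of these lists passed with an estimated correlation (adjusted p = 0.305, 0.264, 0.264, 0.307 and 0.482 in that order). Gpnmb, a glycoprotein of lipid-laden phagocytes, went from 3.06 ± 1.24 (SD, n = 3) to 513 (log2 fold 7.03, limma adjusted p = 1.14e-05). Igf1 went from 29.1 ± 8.63 to 859 (4.88, adjusted p = 3.76e-06), Itgax from 64.0 ± 14.6 to 748 (3.55), and Csf1 from 636 ± 100 to 2237 (1.83). The phagocytic receptor gene Axl rose from 209 ± 1.04 to 1818 (3.12, adjusted p = 8.22e-08) and the lipoprotein lipase gene Lpl from 189 ± 23 to 1792 (3.24). Lgi2 had 1, 0 and 0 reads on normal diet and 259 on CPZ, and the heparanase gene Hpse had 1, 0 and 3 against 353.

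Of 40 disease-associated microglia genes measured, 23 were called higher, also 23 when adjusted over the list alone, and the median log2 fold was 1.68 (camera adjusted p = 3.17e-10, and adjusted p = 0.305 with an estimated correlation). Interferon-stimulated genes had 40 of 55 members higher and 1 lower over all genes and over the list alone (median 1.73, adjusted p = 7.54e-16, and adjusted p = 0.264 with an estimated correlation). They included Lgals3bp (1.16) and the signal transducer gene Stat2 (1.22), while the guanylate-binding protein gene Gbp7 fell by 1.50 on the log2 scale. Cell cycle genes had 28 of 35 members higher, 29 when adjusted over the list alone (median 2.58, adjusted p = 8.74e-14, and adjusted p = 0.264 with an estimated correlation), such as Mki67 (2.90) and the topoisomerase gene Top2a (2.71). MHC class I genes had 7 of 21 higher, also 7 over the list alone (median 0.67, adjusted p = 3.01e-05, and adjusted p = 0.264 with an estimated correlation), with H2-Q6 at 2.27, a gene that shares reads with close paralogs and is uncertain for that reason. No MHC class II gene passed: the list median was 0.31 (adjusted p = 0.105), and H2-Aa (0.25), H2-Eb1 (0.24) and Cd74 (0.28) had adjusted p between 0.147 and 0.247. H2-Ab1, at 0.62, had adjusted p = 0.0073 without reaching a log2 fold of 1.

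The homeostatic list had 2 of 28 members lower, also 2 when adjusted over the list alone (median -0.50, adjusted p = 2.43e-08, and adjusted p = 0.482 with an estimated correlation), and the orphan receptor gene Gpr165 fell from 499 ± 30.2 to 41.5 (log2 fold -3.56, adjusted p = 8.22e-08). Upk1b was lower by a log2 fold of -1.66. Oxidative phosphorylation genes had 18 of 69 members higher (19 over the list alone, median 0.78, adjusted p = 6.45e-11, and adjusted p = 0.307 with an estimated correlation). NF-kB and cytokine genes had 10 of 31 higher, also 10 over the list alone (median 0.70, adjusted p = 9.98e-07, and adjusted p = 0.307 with an estimated correlation). Among them were the inducible cyclooxygenase gene Ptgs2, from 59.0 ± 4.99 to 1130 (4.24), and Il1b (1.31). Phagolysosome and lipid genes had 6 of 36 higher, also 6 over the list alone (median 0.43, adjusted p = 0.00444, and adjusted p = 0.384 with an estimated correlation). ATF4 targets had 5 of 20 higher, also 5 over the list alone (median 0.39, adjusted p = 0.00532, and adjusted p = 0.307 with an estimated correlation), led in abundance by the serine synthesis gene Psat1 (2.45). Ribosomal protein genes had 6 of 64 higher, 5 over the list alone (median 0.46, adjusted p = 8.06e-06, and adjusted p = 0.264 with an estimated correlation). The study's promoter set had 4 of 8 higher (Ikbke, Gadd45b, Csf1 and Itgax, median 1.22, adjusted p = 7.44e-04, and adjusted p = 0.305 with an estimated correlation), a set the study displayed for its promoter acetylation in the same 5 groups and so not taken here as independent evidence of direction.

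Markers of other cell types moved with these groups. Genes near 0 on normal diet passed the filter here only where they were high in the CPZ library. Measured were 35 cell cycle, 23 endothelial and 10 neutrophil genes, against 20, 18 and 7 in the normal-diet comparison. The shares and medians of these lists are raised by that selection. Endothelial and mural genes had 21 of 23 members higher and 1 lower, 22 and 1 over the list alone (median 2.63, adjusted p = 7.03e-10, and adjusted p = 0.307 with an estimated correlation). The vascular receptor gene Flt1 rose by a log2 fold of 4.19 and Rgs5, a pericyte gene, by 2.13, while Pecam1 fell by 1.25. Flt1 did not follow the vascular gene Cldn5 over the CPZ libraries. In PRMT1FL CD11c low, PRMT1FL CD11c high and PRMT1Cx3cr1-KO CD11c low it had 608, 306 and 562 reads, against 172, 9 and 16 for Cldn5. Cspg4, of the oligodendrocyte progenitor list, had 1410, 576 and 1807, and the paper ties it to phagocytic microglia. Astrocyte genes had 20 of 27 higher, 22 over the list alone (median 1.67, adjusted p = 3.08e-07, and adjusted p = 0.482 with an estimated correlation), among them Sparcl1 (2.46). Neutrophil genes had 6 of 10 higher, also 6 over the list alone (median 1.09, adjusted p = 0.00788, and adjusted p = 0.482 with an estimated correlation). Oligodendrocyte genes had 0 of 18 called (median 0.99, adjusted p = 0.0594) and oligodendrocyte progenitor genes 2 of 3, or 3 over the list alone (median 1.75, adjusted p = 0.0176, and adjusted p = 0.307 with an estimated correlation). Lymphocyte genes had 1 of 3 higher and 1 lower (median -0.59, adjusted p = 0.458).

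The counts came from limma, with 4551 genes at unadjusted p under 0.05. Calls were 76.0% higher as the values were deposited, but 67.3% under median-of-ratios scaling (948 higher, 461 lower), 66.3% under TMM (934, 475) and 49.7% under quantile normalization (789, 800), with the median gene at 0.08 as deposited and -0.03 under median-of-ratios scaling. Calls of Mki67 and Ikbke ended when genes with lower means were tested too.

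How did the CD11c high microglia of the same diet differ from normal-diet microglia? In PRMT1FL CD11c high cells 4 of 10 MHC class II genes passed, along with 28 of 39 disease-associated, 40 of 55 interferon-stimulated and 15 of 37 phagolysosome genes, while none of these lists passed with an estimated correlation (adjusted p = 0.334, 0.135, 0.135 and 0.135 in that order). In the same library 7 of 17 endothelial markers were called higher and 2 lower, and 5 of 7 neutrophil markers lower (adjusted p = 0.4 and 0.707 with an estimated correlation). Cd74, the invariant chain, rose from 390 ± 43.2 (SD, n = 3) to 1003 (log2 fold 1.37, limma adjusted p = 8.66e-06). H2-Aa (NM_010378, chromosome 17, 34282744 to 34287823 in GRCm38) rose from 225 ± 24.8 to 518 (1.21) and H2-Ab1 from 199 ± 14.8 to 466 (1.23), and the class II transactivator gene Ciita rose by 1.69. H2-Eb1 went from 222 ± 23.6 to 396, a log2 fold of 0.84 that stayed under the threshold of 1 (adjusted p = 5.93e-04). Itgax rose from 53.7 ± 12.2 to 1503 (4.80) and Igf1 from 24.4 ± 7.24 to 1375 (5.80, adjusted p = 4.32e-08), Itgax being the gene of the sorted protein. Gpnmb (7.27), Hpse (7.14) and Pianp (6.83) had the highest folds.

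Disease-associated microglia genes had 28 of 39 members higher, also 28 when adjusted over the list alone (median 2.46, camera adjusted p = 1.58e-24, and adjusted p = 0.135 with an estimated correlation), Axl at 3.95, Lpl at 4.15 and Csf1 at 2.46. Interferon-stimulated genes had 40 of 55 higher and 1 lower, 41 and 1 over the list alone (median 1.78, adjusted p = 7.32e-23, and adjusted p = 0.135 with an estimated correlation), among them Slfn5 (3.43) and Lgals3bp (2.07). MHC class II had 4 of 10 higher, also 4 over the list alone (median 0.68, adjusted p = 0.00113, and adjusted p = 0.334 with an estimated correlation), and MHC class I 9 of 21, also 9 over the list alone (median 0.90, adjusted p = 8.02e-09, and adjusted p = 0.135 with an estimated correlation). Phagolysosome and lipid genes had 15 of 37 higher, also 15 over the list alone (median 0.87, adjusted p = 2.99e-15, and adjusted p = 0.135 with an estimated correlation), including the cholesterol exporters Abca1 (1.10) and Abcg1 (1.07). Cell cycle genes had 17 of 28 higher, 19 over the list alone (median 1.74, adjusted p = 4.25e-12, and adjusted p = 0.161 with an estimated correlation). Ribosomal protein genes had 18 of 60 higher, 19 over the list alone (median 0.83, adjusted p = 2.28e-13, and adjusted p = 0.135 with an estimated correlation), and oxidative phosphorylation genes 11 of 68, also 11 over the list alone (median 0.68, adjusted p = 2.26e-12, and adjusted p = 0.231 with an estimated correlation).

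NF-kB and cytokine genes had 10 of 30 higher, over the list alone 10 higher and 1 lower (median 0.77, adjusted p = 4.36e-09, and adjusted p = 0.231 with an estimated correlation), among them Tlr2 (1.44) and Il1b (1.88). The promoter set, chosen by the study in another assay of the same groups, had 6 of 8 higher, also 6 over the list alone (median 1.48, adjusted p = 8.15e-07, and adjusted p = 0.135 with an estimated correlation). Homeostatic genes had 6 of 28 lower, also 6 over the list alone (median -0.25, adjusted p = 0.326). The lowest folds belonged to genes nearly absent from this library: Gpr165 fell by 4.96, the flagellin receptor gene Tlr5 by 5.18 and Gimap6 by 4.84, while Ctnnd2, Adcy8 and Cux2 were left with 1 read each. Neutrophil genes had 5 of 7 lower, also 5 over the list alone (median -2.46, adjusted p = 0.0932). Endothelial and mural genes had 7 of 17 higher and 2 lower, the same numbers over the list alone (median 1.01, adjusted p = 2.07e-04, and adjusted p = 0.4 with an estimated correlation). Astrocyte genes had 1 of 20 higher and 0 over the list alone (median 0.29, adjusted p = 0.0228, and adjusted p = 0.707 with an estimated correlation).

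Limma called 765 genes higher and 1016 lower among 10922, with 5360 at unadjusted p under 0.05. The median gene lay at -0.16 as deposited and at -0.02 under median-of-ratios scaling, and the share of calls that were higher moved from 43.0% to 54.3% (940 higher, 790 lower), to 56.8% with genes of lower mean tested (1060, 806), to 58.0% in edgeR (924, 669) and to 63.5% in DESeq2 (767, 440).

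**Figure D2:**
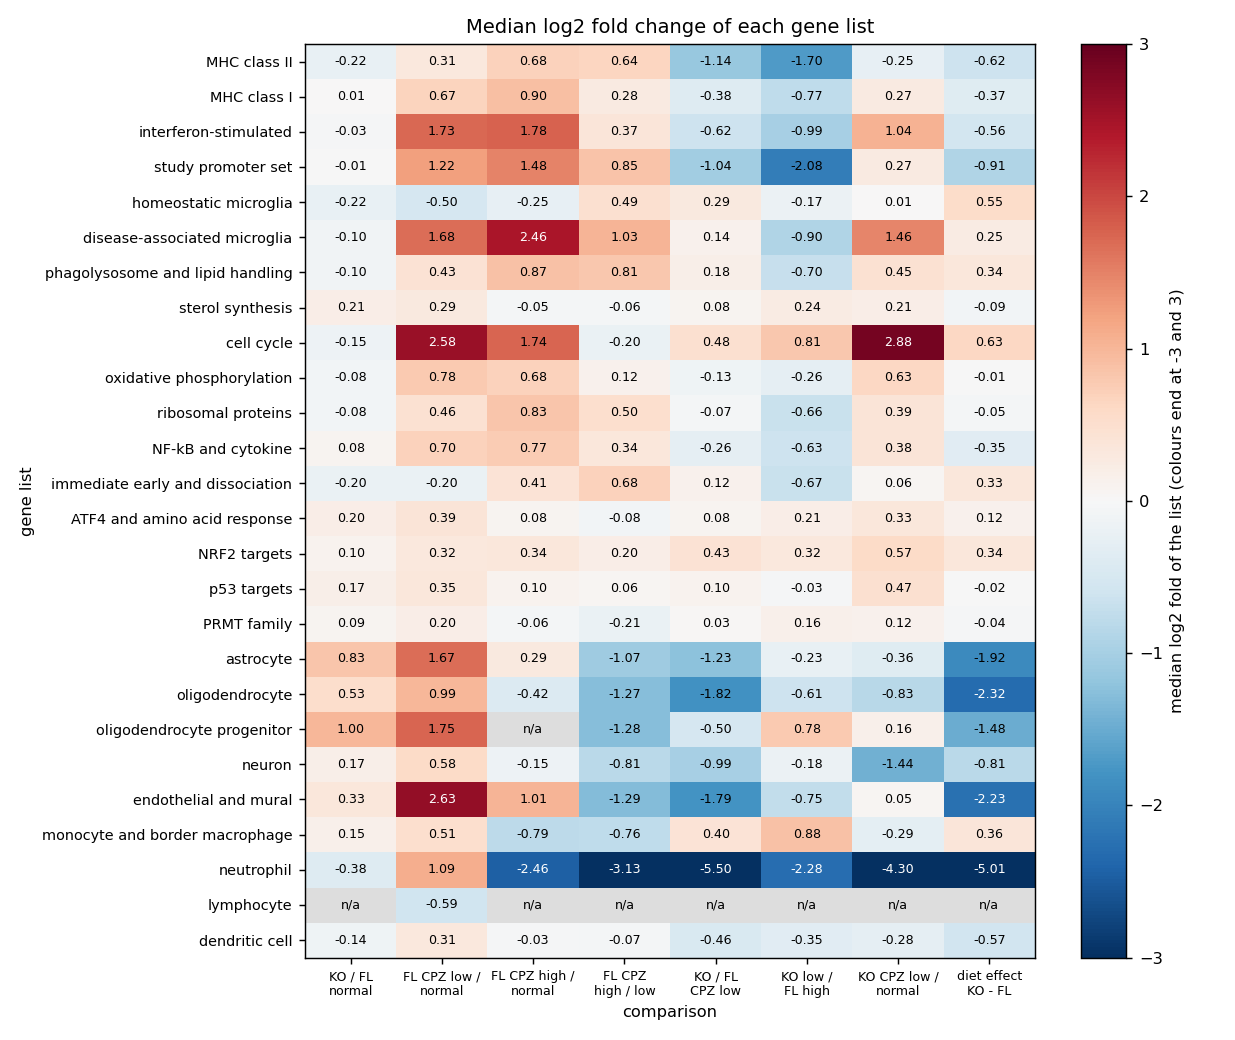
Median log2 fold change of each of the 26 gene lists (rows) in each of the 8 comparisons (columns), coloured from blue (lower) to red (higher) with the value in each cell and n/a where under 3 genes were measured. MHC class II had its lowest median, -1.70, between PRMT1Cx3cr1-KO CD11c low and PRMT1FL CD11c high, and neutrophil markers had theirs, -5.50, between the genotypes on CPZ.

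What separated CD11c high from CD11c low microglia within the PRMT1FL CPZ mice? Itgax, the gene of the sorted protein, was higher in the CD11c high library (656 against 1871 normalised reads, log2 fold 1.51, limma adjusted p = 0.0205), and so were the matrix protein gene Postn (109 against 588, 2.42), the integrin gene Itga4 (1.40) and the NADPH oxidase gene Cybb (1.39). Cd74 went from 493 to 1248 (1.34, adjusted p = 0.00792) and H2-Aa was higher by 1.21 (adjusted p = 0.0347). Of 8 neutrophil genes measured, 7 lay lower in the CD11c high library and 1 higher (median log2 fold -3.13), though the list did not pass with an estimated correlation. Among the lower ones the lactoferrin gene Ltf had 176 reads against 2, S100a9 189 against 4, and Ngp had a log2 fold of -3.56. Tmem44 (-2.82), the tight junction gene Cldn5 (-2.80) and Crybb1 (-2.16) were also lower. The astrocyte gene S100b had 62 reads against 0. Scaled by total reads, that is 9.41-fold lower when 3 reads stand for the 0, with a counting interval that starts at 7.43.

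The folds followed read density. Of the 77 genes called higher, 54 had over 0.3 reads per base. The median log2 fold rose from -0.17 for genes under 0.03 reads per base to 0.83 for those over 0.5. Saturated genes had nearly equal reads in both libraries despite the difference in depth: the cystatin gene Cst3 had 524 and 476, B2m 578 and 551, and the actin gene Actb 1343 and 1204. Called genes at or below 0.3 reads per base included Postn, Itgax, Itga4, Cybb, Siglec1 (1.10), Ifi207 and Myo5a (1.03). Of the immediate early and dissociation genes described below, too few lay at or below that density to give a median.

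**Figure D3:**
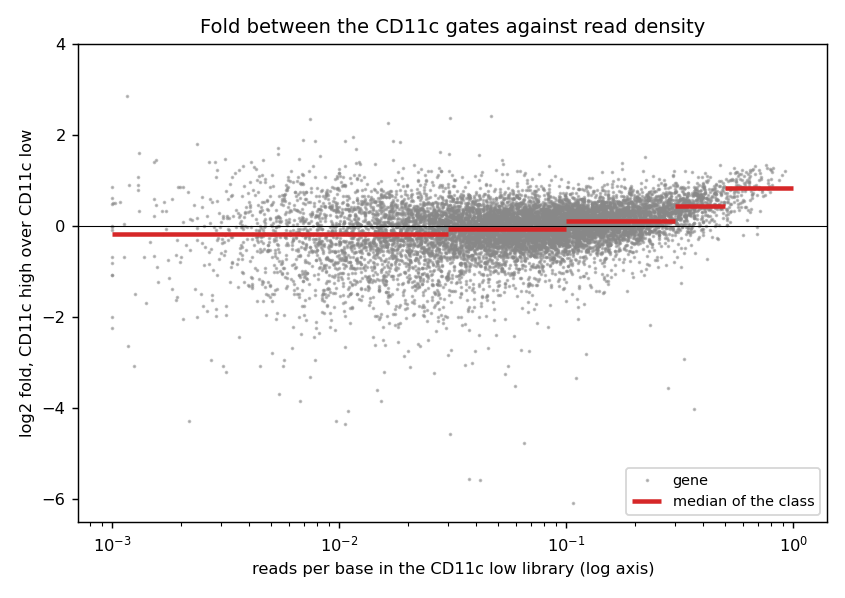
Log2 fold of each gene between the PRMT1FL CD11c high and CD11c low libraries (vertical axis) against its reads per base in the CD11c low library (log axis), with red bars at the median of each density class. The class medians climbed from -0.17 to 0.83.

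Disease-associated genes had 17 of 40 higher, 19 when adjusted over the list alone (median 1.03, adjusted p = 6.45e-15, and adjusted p = 0.251 with an estimated correlation), and among their 16 members at or below 0.3 reads per base 3 were higher, with a median of 0.77. Phagolysosome genes had 9 of 37 higher, 10 over the list alone (median 0.81, adjusted p = 1.46e-14, and adjusted p = 0.251 with an estimated correlation), and 0 of 17 at or below that density. MHC class II had 2 of 10 higher, also 2 over the list alone (median 0.64, adjusted p = 0.00464, and adjusted p = 0.475 with an estimated correlation), and 0 of 7 at or below it, where the median was 0.31. Homeostatic genes had 5 of 28 higher and 3 lower, 6 and 3 over the list alone (median 0.49, adjusted p = 0.0155, and adjusted p = 0.633 with an estimated correlation), and their 4 members at or below 0.3 reads per base turned to a median of -0.86 with 0 higher and 2 lower. NF-kB and cytokine genes had 1 of 30 higher, over the list alone 1 higher and 2 lower (median 0.34, adjusted p = 0.06), and a median of -0.31 in their 14 members at or below that density. Immediate early and dissociation genes, which respond to the handling of cells, had 3 of 25 higher, also 3 over the list alone, with 24 of 25 above 0 (median 0.68, adjusted p = 2.14e-07, and adjusted p = 0.476 with an estimated correlation), and ribosomal protein genes 4 of 62, also 4 over the list alone (median 0.50, adjusted p = 1.77e-07, and adjusted p = 0.251 with an estimated correlation). Neutrophil genes had 6 of 8 lower, 7 over the list alone (median -3.13, adjusted p = 1.07e-05, and adjusted p = 0.452 with an estimated correlation), astrocyte genes 3 of 25, or 6 over the list alone (median -1.07, adjusted p = 1.48e-09, and adjusted p = 0.36 with an estimated correlation), and endothelial and mural genes 2 of 22, or 8 over the list alone (median -1.29, adjusted p = 4.9e-08, and adjusted p = 0.251 with an estimated correlation). Monocyte and border macrophage genes went both ways, 2 of 16 higher (Siglec1 among them) and 4 lower, 2 and 6 over the list alone (median -0.76, adjusted p = 0.0413, and adjusted p = 0.486 with an estimated correlation), with the mannose receptor gene Mrc1 at -1.23 and Cd163 at -2.62.

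Limma called 77 genes higher and 139 lower among 11217, with 2599 at unadjusted p under 0.05, and the higher share of 35.6% depended on the settings. It was 76.3% in DESeq2 (58 higher, 18 lower), 50.7% with genes of lower mean tested (291, 283), 46.4% in edgeR (77, 89), 21.8% under quantile normalization (22, 79), 3.9% under total scaling (12, 293, which moved the median gene from 0.02 to -0.23) and 11.1% without genes over 0.3 reads per base (10, 80), and the count of 216 became 366 without PRMT1FL normal-diet replicate 1 and 135 without replicate 2. The H2-Aa call ended under total scaling, quantile normalization and the correction for duplicates and without PRMT1FL replicate 2 or 3, and those of Cd74 and Itgax ended under quantile normalization and with genes of lower mean tested.

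How did the genotypes differ among CD11c low microglia of CPZ mice? In these cells 4 of 10 MHC class II genes were called lower in PRMT1Cx3cr1-KO than in PRMT1FL, though the list did not pass with an estimated correlation. Markers of other cells were lower in the same library, with list medians of -5.50 for neutrophil, -1.79 for endothelial and -1.23 for astrocyte genes. Whether the response to CPZ differed is tested further below, where the MHC class II genes did not pass. In the deposited table H2-Eb1 (NM_010382, chromosome 17, 34305867 to 34316674 in GRCm38) stood at 68.7 in PRMT1Cx3cr1-KO and 340 in PRMT1FL, from 63 and 368 reads, which is 4.94-fold lower (counting interval 3.78 to 6.57), with a log2 fold of -2.18 ± 0.34 (SE) and limma adjusted p = 0.0166 on the common scale. H2-Aa had 79 and 374 reads, 4.01-fold lower (log2 fold -1.88, adjusted p = 0.0119), H2-Ab1 151 and 432 reads, 2.42-fold lower (-1.16, adjusted p = 0.0249), and Cd74 240 and 665 reads, 2.35-fold lower (-1.12, adjusted p = 0.0211). Igf1 (0.81, adjusted p = 0.183), Csf1 (-0.22, adjusted p = 0.585) and Itgax (-0.92, adjusted p = 0.0892) did not pass, and these libraries were gated on low CD11c. The highest folds belonged to Trim16, with 121 reads in PRMT1Cx3cr1-KO and 5 in PRMT1FL (4.62, adjusted p = 0.0153), Treml4 (4.06), A530064D06Rik (3.40), the RNA sensor gene Tlr8 (2.90), the potassium channel gene Kcna3 (2.76), the semaphorin receptor gene Plxna1 (2.39) and Igfbp5 (109 to 533, 2.28).

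MHC class II had 4 of 10 members lower, 5 when adjusted over the list alone (median -1.14, camera adjusted p = 8.06e-04, and adjusted p = 0.394 with an estimated correlation). MHC class I had 1 of 21 lower, H2-Q6 at -1.81, or 2 over the list alone (median -0.38, adjusted p = 3.38e-04, and adjusted p = 0.249 with an estimated correlation). Of 54 interferon-stimulated genes 1 was lower, the antiviral synthetase gene Oas2 (-2.03), or 5 over the list alone, and 49 had log2 folds below 0 (median -0.62, adjusted p = 4.63e-10, and adjusted p = 0.364 with an estimated correlation). The promoter set, which the study chose for acetylation in the same groups, had 3 of 8 lower, all of them MHC class II genes, or 4 over the list alone (median -1.04, adjusted p = 2.69e-05, and adjusted p = 0.249 with an estimated correlation). Its other members Ikbke (-1.84, adjusted p = 0.106), Gadd45b (-0.64, adjusted p = 0.0513) and Irf1 (-0.53, adjusted p = 0.129) did not pass.

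NRF2 targets had 4 of 18 members higher, 5 over the list alone (median 0.43, adjusted p = 2.03e-05, and adjusted p = 0.287 with an estimated correlation): Trim16, the sulfiredoxin gene Srxn1 (2.05), the glutathione synthesis gene Gclm (1.71) and Osgin1 (1.59). Of these Trim16 and Osgin1 had been seen beforehand in the study's normal-diet table, and without the 3 members seen there the median was 0.35. Trim16 had 126 reads in PRMT1Cx3cr1-KO normal-diet replicate 1 and 35 in replicate 2. The call of Srxn1 was lost without PRMT1FL normal-diet replicate 2 or 3. Disease-associated genes had 0 of 40 called (median 0.14, adjusted p = 0.616), phagolysosome genes 0 of 37 (0.18, adjusted p = 0.361), homeostatic genes 0 of 28 (0.29, adjusted p = 0.0122, and adjusted p = 0.794 with an estimated correlation) and cell cycle genes 0 of 36 (0.48, adjusted p = 0.0171, and adjusted p = 0.675 with an estimated correlation). These zeros are limma's: 0 disease-associated genes passed over the list alone too. NF-kB and cytokine genes had a median of -0.26 with 0 of 30 called (adjusted p = 0.00295, and adjusted p = 0.516 with an estimated correlation), and oxidative phosphorylation genes -0.13 with 0 of 68 called (adjusted p = 0.0279, and adjusted p = 0.546 with an estimated correlation). The PRMT family (0.03, adjusted p = 0.991), sterol synthesis (0.08), ribosomal protein (-0.07), ATF4 (0.08) and p53 (0.10) lists did not pass as lists, though 1 ATF4 and 1 p53 target were called higher, and the immediate early list had 1 of 25 lower and a median of 0.12 but a test direction of lower (adjusted p = 0.83).

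Markers of other cells were lower in the same PRMT1Cx3cr1-KO library. Neutrophil genes had 7 of 8 lower, also 7 over the list alone (median -5.50, or -5.09 with the 3 genes at 0 reads set to 3 reads, adjusted p = 3.1e-10, and adjusted p = 0.287 with an estimated correlation). S100a9 had 189 reads in PRMT1FL and 0 in PRMT1Cx3cr1-KO, and Ltf had 176 and 0. Scaled by total reads, with 3 reads in place of the 0, these are 53.3-fold and 49.7-fold lower. Their counting intervals start at 42.9 and 40.0. Endothelial and mural genes had 9 of 22 lower, 15 over the list alone (median -1.79, adjusted p = 4.34e-12, and adjusted p = 0.249 with an estimated correlation), such as Cldn5 (-3.0) and Pdgfrb (-1.91). Astrocyte genes had 4 of 25 lower, 12 over the list alone (median -1.23, adjusted p = 1.92e-11, and adjusted p = 0.287 with an estimated correlation), such as Sparcl1 (-1.16, a call lost in DESeq2). Oligodendrocyte genes had 0 of 16 called, 6 over the list alone (median -1.82, adjusted p = 4.5e-05, and adjusted p = 0.4 with an estimated correlation), and neuron genes 1 of 7 lower, 2 over the list alone (median -0.99, adjusted p = 0.00855, and adjusted p = 0.411 with an estimated correlation). Dendritic cell genes had 0 of 6 called, with a median of -0.46 (adjusted p = 0.0143, and adjusted p = 0.287 with an estimated correlation). Monocyte and border macrophage genes had 1 of 16 higher and 1 lower, 1 and 2 over the list alone (median 0.40, adjusted p = 0.863). The nuclear receptor gene Nr4a3 went from 450 to 36.9 (-3.57).

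**Figure D4:**
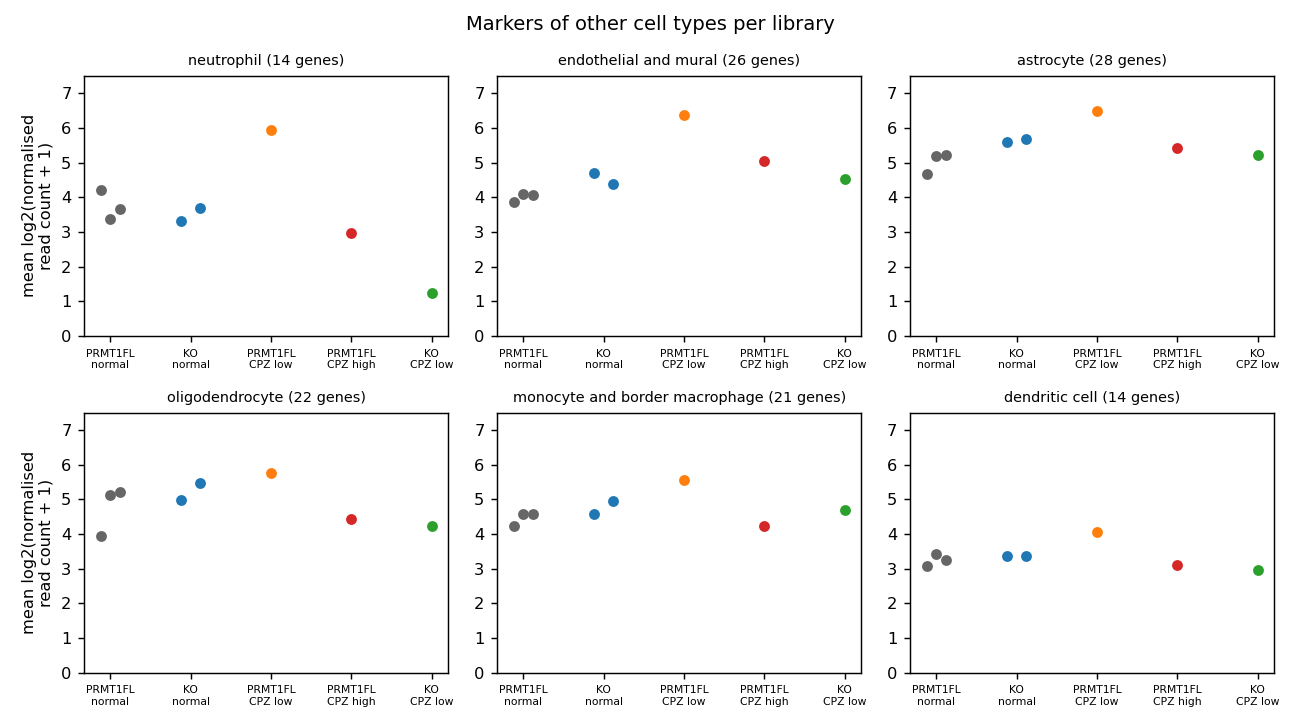
Mean log2(normalised read count + 1) of 6 marker lists of other cells (vertical axes) in each of the 8 libraries, grouped by genotype, diet and CD11c gate, with each point 1 library. The PRMT1FL CPZ CD11c low library was the highest for each list (neutrophil, 5.95), and the PRMT1Cx3cr1-KO CPZ CD11c low library the lowest for neutrophil markers (1.23).

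Limma called 109 genes higher and 135 lower among 11217, with 2468 at unadjusted p under 0.05, while edgeR called 466 (169 higher, 297 lower) and DESeq2 128 (53, 75). The higher share was 44.7%, against 15.2% with genes of lower mean tested (41, 229), 29.1% under total scaling (83, 202) and 55.6% with a mean of at least 50 required (114, 91). Quantile normalization gave 515 calls, and the count became 486 without PRMT1FL normal-diet replicate 1 and 160 without replicate 2. The calls of H2-Eb1, H2-Aa, H2-Ab1, Cd74, Trim16, Srxn1, Gclm, Osgin1, H2-Q6 and Oas2 ended when genes with lower means were tested too, for a cause that was not tested.

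Were the genes induced in CD11c high microglia those that stayed lower without PRMT1? Of the 765 genes called higher in PRMT1FL CD11c high than on normal diet, 761 were measured between the genotypes in CD11c low cells, and 457 of them were lower in PRMT1Cx3cr1-KO. That is 60.1% (exact binomial interval 56.5 to 63.6, which treats genes as independent), against 47.1% of all genes. The median log2 fold was -0.14 (camera p = 2.62e-04, and p = 0.00931 with an estimated correlation). Of the 761, 6 were called higher and 23 lower. These 2 contrasts share no library, but both CD11c gates were sorted from PRMT1FL CPZ microglia. Whether the gates came from the same mice is not given in the labels. An effect of mice or sort common to both gates was not tested and could add to this share. The endothelial list had a median of 1.01 in CD11c high over normal diet and of -1.79 between the genotypes, the neutrophil list -2.46 and -5.50.

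How did CPZ microglia lacking PRMT1 compare with the CD11c high cells of control mice? Genotype and CD11c gate both differ here. So does depth, with 2936294 reads in PRMT1Cx3cr1-KO CD11c low and 1579775 in PRMT1FL CD11c high, so the limit from read density given for CD11c high against low applies here too. With the correction for removed duplicates the median of immediate early genes, given below, was -0.58. H2-Aa had a log2 fold of -3.09 (limma adjusted p = 2.07e-04), H2-Eb1 -3.03, Cd74 -2.45, Itgax -2.43 and H2-Ab1 -2.02, each lower in PRMT1Cx3cr1-KO CD11c low, as were Postn (-3.70) and Mamdc2 (-3.74). A530064D06Rik (4.80), Treml4 (4.34), the lymphoid GTPase gene Gimap6 (4.14), Trim16 (3.72) and the ectoenzyme gene Cd38 (3.67) were higher. MHC class II had 6 of 10 members lower, also 6 when adjusted over the list alone (median -1.70, adjusted p = 1.3e-05, and adjusted p = 0.315 with an estimated correlation), and MHC class I 8 of 21, also 8 over the list alone (median -0.77, adjusted p = 1.11e-08, and adjusted p = 0.0987 with an estimated correlation). Disease-associated genes had 10 of 40 lower and 1 higher, 11 and 1 over the list alone (median -0.90, adjusted p = 8.45e-13, and adjusted p = 0.295 with an estimated correlation). Interferon-stimulated genes had 12 of 54 lower and 1 higher, 21 and 1 over the list alone (median -0.99, adjusted p = 5.72e-15, and adjusted p = 0.315 with an estimated correlation). Immediate early and dissociation genes moved alike, 4 of 25 lower, also 4 over the list alone, and 24 of 25 below 0 (median -0.67, adjusted p = 1.76e-07, and adjusted p = 0.402 with an estimated correlation). Ribosomal protein genes had 2 of 62 lower, over the list alone 3 lower and 1 higher, and 56 of 62 below 0 (median -0.66, adjusted p = 5.23e-11, and adjusted p = 0.0987 with an estimated correlation). The promoter set, again the study's choice, had 6 of 8 lower, 7 over the list alone (median -2.08, adjusted p = 1.76e-07, and adjusted p = 0.133 with an estimated correlation). NRF2 targets had 6 of 18 higher, also 6 over the list alone (median 0.32, adjusted p = 0.0839).

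Igf1 did not pass between these libraries (1712 in PRMT1FL CD11c high and 1322 in PRMT1Cx3cr1-KO CD11c low, -0.37, adjusted p = 0.518). Neutrophil genes had 5 of 8 lower, 6 over the list alone (median -2.28, adjusted p = 4.49e-06, and adjusted p = 0.32 with an estimated correlation). Limma called 278 genes higher and 153 lower, with 2934 at unadjusted p under 0.05, and DESeq2 called 185 (79, 106), so the higher share went from 64.5% to 42.7%, to 29.3% with genes of lower mean tested (169, 408), to 52.2% in edgeR (187, 171) and to 81.4% under total scaling (402, 92), which moved the median gene from 0.00 to 0.14.

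Which parts of the CPZ response remained in microglia lacking PRMT1? PRMT1Cx3cr1-KO CD11c low cells had 573 genes higher and 378 lower than PRMT1Cx3cr1-KO cells on normal diet among 11217. Igf1 rose from 69.8 ± 8.88 (SD, n = 2) to 1322 (log2 fold 4.23, limma adjusted p = 1.5e-05), Itgax by 2.54, Gpnmb by 6.78, the cholesterol hydroxylase gene Ch25h by 6.27, the fibronectin gene Fn1 by 5.64 and Mki67 by 4.87. H2-Eb1 (-1.54, adjusted p = 0.0059) and H2-Aa (-1.41, adjusted p = 0.00233) fell, while H2-Ab1 (-0.32, adjusted p = 0.252) did not pass. Gpr165 fell by 4.08 and Rasgrp4 by 4.16.

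Disease-associated genes had 22 of 40 members higher, also 22 when adjusted over the list alone (median 1.46, adjusted p = 8.76e-17, and adjusted p = 0.291 with an estimated correlation), interferon-stimulated genes 25 of 54 higher and 1 lower, 26 and 1 over the list alone (median 1.04, adjusted p = 5.99e-12, and adjusted p = 0.3 with an estimated correlation), and cell cycle genes 31 of 36, or 33 over the list alone (median 2.88, adjusted p = 1.72e-16, and adjusted p = 0.291 with an estimated correlation). MHC class II had 2 of 10 lower, also 2 over the list alone (median -0.25, adjusted p = 0.183). Oxidative phosphorylation genes had 7 of 68 higher, 8 over the list alone (median 0.63, adjusted p = 7.63e-13, and adjusted p = 0.291 with an estimated correlation), and NRF2 targets 5 of 18, also 5 over the list alone (median 0.57, adjusted p = 1.74e-04, and adjusted p = 0.3 with an estimated correlation). The study's own promoter set had 3 of 8 higher and 2 lower, the same numbers over the list alone (median 0.27, adjusted p = 0.387). Neutrophil genes had 6 of 8 lower, also 6 over the list alone (median -4.30, adjusted p = 6.41e-06, and adjusted p = 0.37 with an estimated correlation), and oligodendrocyte genes 3 of 16, also 3 over the list alone (median -0.83, adjusted p = 0.0223, and adjusted p = 0.583 with an estimated correlation). Endothelial and mural genes had 1 of 22 higher and 1 lower (median 0.05, adjusted p = 0.955). At unadjusted p under 0.05 there were 3777 genes. The number of calls fell from 951 to 495 with genes of lower mean tested and to 548 with a mean of at least 50 required.

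The test of the difference between the diet effects asks which genes responded to CPZ unlike in the other genotype. Limma called 97 of 11217 genes, with 1967 at unadjusted p under 0.05. The difference was positive for 16, led by Plxna1 (2.43, adjusted p = 0.0175), and negative for 81, with Nr4a3 at -4.41 (adjusted p = 0.00451) and the paralog-rich MHC class I gene H2-Q6 at -2.14. The MHC class II genes did not pass: H2-Aa was at -1.55 (adjusted p = 0.0568), H2-Eb1 at -1.67 (adjusted p = 0.0866) and Cd74 at -0.85 (adjusted p = 0.109), with 0 of 10 called over all genes and 2 lower over the list alone (median -0.62, adjusted p = 0.00771, and adjusted p = 0.445 with an estimated correlation). Igf1 (-0.53, adjusted p = 0.525) and Itgax (-0.90, adjusted p = 0.218) did not pass. Neutrophil, endothelial and astrocyte markers moved with these genes, 6 of 8, 8 of 22 and 6 of 25 being lower, or 7, 15 and 19 over the list alone, with adjusted p = 0.378, 0.242 and 0.311 in that order with an estimated correlation. edgeR called 233 genes and DESeq2 73, and the 97 became 200 without PRMT1FL normal-diet replicate 1, 32 without its replicate 2 and 20 without PRMT1Cx3cr1-KO normal-diet replicate 2.

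**Figure D5:**
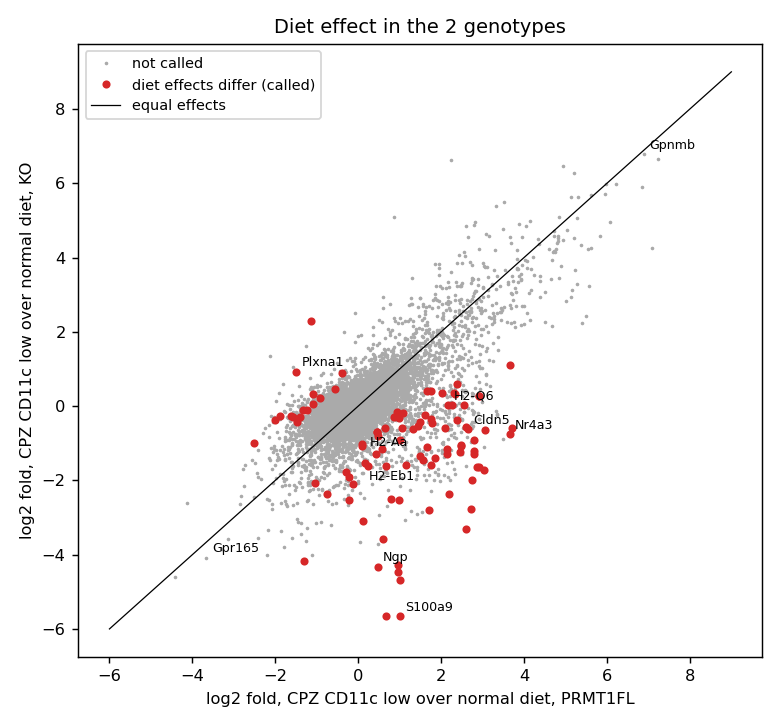
Log2 fold of CPZ CD11c low over normal diet for each gene in PRMT1FL (horizontal axis) and PRMT1Cx3cr1-KO (vertical axis), with the line of equal effects and the 97 genes whose diet effects differed in red. Gpnmb and Gpr165 lie near the line, and 81 of the 97 red points lie below it.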

Values the study reported

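By flow cytometry of microglia from CPZ-fed mice, the study reports that 35.3% were positive for MHC class II protein and 37.7% for CD11c in PRMT1FL. In PRMT1Cx3cr1-KO the reported shares were 5.64% and 9.15%.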

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

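The results in this part are differences between the diet effects of the 2 genotypes, which were tested as an interaction by limma, and the explanations weighed for them were chosen after results were seen. The difference in log2 fold was positive for 16 genes and negative for 81. The genes with a more positive diet effect in PRMT1Cx3cr1-KO included Plxna1 (2.43), Zfp111 (1.64), P2ry10b (1.6), Sema4b (1.52), Uprt (1.41), Zbtb6 (1.35), Zmat3 (1.30) and Kbtbd7 (1.27). Among those with a more negative one were Rasgrp4 (-2.86), Tmem88 (-3.30), Spock2 (-3.53) and Nr4a3 (-4.41). MHC class I genes H2-Q4 (-1.10), H2-Q6 (-2.14) and H2-Q7 (-2.64), which share reads with paralogs, and the NF-kB inhibitor gene Nfkbie (-1.27) lay in the same direction.

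For the immune lists, the median difference was -0.62 for MHC class II, -0.37 for MHC class I, -0.56 for interferon-stimulated genes, -0.91 for the promoter set that the study chose for acetylation in the same groups, and -0.35 for NF-kB and cytokine genes. It was 0.55 for homeostatic microglia genes, 0.63 for the cell cycle and 0.34 for NRF2 targets. Their camera adjusted p ran from 9.57e-08 to 0.00771, and from 0.242 to 0.558 with an estimated correlation.

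Among markers of other cells the median differences were -1.92 for astrocyte, -2.32 for oligodendrocyte, -0.81 for neuron, -2.23 for endothelial and mural, and -5.01 for neutrophil genes, with camera adjusted p from 1.1e-16 to 0.00329, and from 0.242 to 0.378 with an estimated correlation. The astrocyte genes Sparcl1 (-2.02), Plpp3 (-1.66) and Gja1 (-1.92) and the neuronal receptor gene Gria2 (-3.50) were among them. The vascular genes were Rgs5 (-1.65), Vtn (-1.78), Pdgfrb (-2.52) and Cldn5 (-3.27). The neutrophil genes were Ngp (-4.79), Ltf (-6.31), S100a9 (-6.67) and S100a8 (-5.23), the folds of Ltf and S100a9 resting on 0 reads in the PRMT1Cx3cr1-KO CPZ library, so their size depends on the pseudocount.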

How the results depend on the processing

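On normal diet, DESeq2 called 7 genes and leaving out 1 library gave 0 to 47 calls, including 47 without PRMT1Cx3cr1-KO replicate 2, 2 without PRMT1FL replicate 1 and 3 without PRMT1FL replicate 2. With a library left out Csf1 ran from -0.040 (without PRMT1FL replicate 2) to 0.17, H2-Aa from -0.65 to 0.025 (without PRMT1Cx3cr1-KO replicate 1) and Hmox1 from -0.16 (without PRMT1Cx3cr1-KO replicate 2) to 0.22. With the replicate block, the pairing of replicate numbers across genotypes, 3 genes were called. The numbers give no sign of pairing, with correlations of 0.069 and -0.003.

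A mean of at least 50 gave 737 calls for CD11c low and 1049 for CD11c high against normal diet in PRMT1FL, from fewer genes tested. Leaving out libraries gave 1211 to 1673 and 1666 to 2072. Under quantile normalization Cx3cr1 turned to 0.048 in CD11c low and Jun to -0.019 in CD11c high, and Jun turned to -0.11 under the duplicate correction.

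CD11c high against low gave 574 calls with no filter, 76 in DESeq2, 101 under quantile normalization, 90 without genes over 0.3 reads per base, and 135 to 366 with a library left out (366 without PRMT1FL normal-diet replicate 1, 135 without replicate 2). Irf1 turned to -0.21 under quantile normalization and to -0.13 under total scaling.

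Between genotypes in CD11c low cells, edgeR gave 466 calls, DESeq2 128, quantile normalization 515 and leaving out a library 160 to 486 (486 without PRMT1FL normal-diet replicate 1, 160 without replicate 2). Quantile normalization turned Cx3cr1 to -0.21, Atp5a1 to -0.059, Tnfaip3 to -0.31, Tlr2 to -0.16 and Trf to -0.089, and the duplicate correction turned Tlr2 to -0.12. PRMT1Cx3cr1-KO CD11c low against PRMT1FL CD11c high gave 185 calls in DESeq2 and 342 to 577 with a library left out. The diet effect in PRMT1Cx3cr1-KO gave 495 with no filter, 548 at a mean of at least 50, and 740 to 1099 with a library left out.

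The difference between diet effects gave 288 calls with no filter, 59 at a mean of at least 50, 233 in edgeR, 221 under quantile normalization and 20 to 200 with a library left out (200 without PRMT1FL normal-diet replicate 1, 32 without its replicate 2, 20 without PRMT1Cx3cr1-KO replicate 2). Lgals3bp turned to -0.22 under quantile normalization and -0.20 under the duplicate correction. The cause of these moves was not tested. With an estimated correlation 0 of 200 list tests passed, against 112 with the preset correlation. Over all settings, named-gene folds kept direction and call 6667 times, lost strength 587 times, gained it 42 times and turned direction 16 times. An induced set called by edgeR gave 59.0% lower in PRMT1Cx3cr1-KO.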

Other observations

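The tests in this part were chosen after results were seen, and the comparison with genes of like density for the first pattern and the mean over all members for the last were added later still. If removal of duplicates at unequal depth raised the transcripts called higher in CD11c high than in CD11c low microglia, the deeper normal-diet PRMT1FL library should show them lower than the shallower ones: the median log2 difference was -0.33 for members over 0.3 reads per base, such as Apoe, and -0.26 for uncalled genes of like density. That step may thus raise part of the dense members: the correction for it left the densest class at 0.61 of 0.83, kept 157 of 216 calls, and lowered the list medians of homeostatic (0.49 to 0.29), immediate early (0.68 to 0.44) and NF-kB genes (0.34 to 0.18) more than those of MHC class II (0.64 to 0.60), disease-associated (1.03 to 0.94) and phagolysosome genes (0.81 to 0.79). The other members, Itgax and Postn among them, lay at -0.19 while genes of like density lay at 0.00, so read density does not give that value and the test cannot tell for them. A difference between the cells of the gates cannot be told apart from one between libraries, with 1 library per gate.

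MHC class II transcripts lower in PRMT1Cx3cr1-KO than in PRMT1FL CD11c low cells were not accounted for by removal of duplicates: the list median was -1.34 after the correction. RNA of dendritic cells or border macrophages in the PRMT1FL library could contribute, and the lists leave that open. The dendritic cell list had a median of -0.46 over 6 measured genes. The mean log2 level of all its 14 members went from 4.05 in PRMT1FL to 2.95 in PRMT1Cx3cr1-KO. Monocyte and border macrophage genes had a median of 0.40 over 16 measured genes, while the mean of all 21 members went from 5.54 to 4.68. The most abundant member of the dendritic cell list, Siglech, stood at 1320 normalised reads on normal diet. It also stands in the homeostatic microglia list, and the paper names it a homeostatic microglia marker, so its level cannot be read as dendritic RNA. On normal diet 2 of the 14 members of that dendritic list had at least 100 reads. The CD11b+/CD45inter gate is meant to remove such cells. An effect of the genotype cannot be told from a difference between sorts, with 1 library per genotype on CPZ. The flow cytometry shares quoted above measure protein on single cells and are not on the scale of these folds.

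Neutrophil, endothelial and astrocyte transcripts were lower in the PRMT1Cx3cr1-KO CPZ library. A lower share of microglia in the PRMT1FL library alone would move monocyte and border macrophage genes as well, and these cannot tell: their median over 16 measured genes was 0.40 (middle range -1.09 to 0.89, against -5.98 to -4.76 for neutrophil genes), but the mean log2 level of all 21 members went from 5.54 to 4.68. A genotype effect of the same direction on either diet was not seen for astrocyte and endothelial genes, the smaller of whose medians on normal diet was 0.33. With no member of these lists called there, and camera adjusted p = 0.524 for both with an estimated correlation, that does not exclude such an effect. Neutrophil genes lay at -0.38 on normal diet (0 of 7 above 0, camera adjusted p = 0.0131, and adjusted p = 0.524 with an estimated correlation). Other cells or their RNA sorted along with the PRMT1FL library remain a candidate that 1 library per group cannot test, although the CD11b+/CD45inter gate is meant to exclude them. The most abundant members of these lists on normal diet were Csf3r (1420), Slc2a1 (294) and Glul (1550), and 2 of 14 neutrophil, 2 of 26 endothelial and 5 of 28 astrocyte members had at least 100 reads there, with 1 astrocyte member in another list and 4 seen in the study's table. Csf3r did not follow the other neutrophil genes. It had 1648 reads in PRMT1FL and 1347 in PRMT1Cx3cr1-KO CPZ CD11c low, against 189 and 0 for S100a9, so its level cannot be read as neutrophil RNA.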
